A study of Mus musculus with 3 samples. Its data were reported in "A new gene signature for endothelial senescence identifies self‐RNA sensing by retinoic acid‐inducible gene I as a molecular facilitator of vascular aging" (2024).

How the data were processed

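Retinas of mice aged 3 months (young), 12 months (adult) and 23 months (old) had been dissociated and enriched with magnetic beads for cells that carry CD31, a surface protein of endothelial cells. The enriched suspensions were profiled by droplet single-cell RNA sequencing, which tags each captured transcript with a unique molecular identifier (UMI). The retinas of a pair of mice were pooled at each age and gave 1 library per age, 3 libraries in all. The values deposited by the authors were raw counts: whole numbers of UMIs per gene and cell barcode, made with Cell Ranger. The settings by which barcodes were called as cells are not stated. Barcodes outside the study's own limits on gene number and mitochondrial content were still present, so the counts had not been passed through those limits. The matrices name 32285 genes by Ensembl identifier and symbol and name no genome build. Positions were taken from GENCODE M21 on GRCm38 through the gene identifier, and 32235 of the identifiers were found there.

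The study's stated limits were applied: cells with 500 to 6000 genes detected and 1 to 20% of their UMIs from mitochondrial genes were kept. In the young, adult and old library, 523, 883 and 680 barcodes had too few genes, and 604, 1025 and 720 had too high a mitochondrial percentage. Too many genes were found in 42, 54 and 48 barcodes and too low a mitochondrial percentage in 79, 86 and 134. A barcode can fail more than 1 limit. Doublets were called within each library with Scrublet, as implemented in scanpy 1.11.5, in place of the caller the study used. It marked 8 of 1713 young, 17 of 1974 adult and 12 of 1713 old cells (0.467, 0.861 and 0.701%), and these were left out. This is a weak call: of the droplets that carry both endothelial and pericyte markers, it marked 2.

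Cells were normalised, integrated across libraries with canonical correlation anchors and clustered in Seurat 5.3.0 (R 4.3.3, SeuratObject 5.2.0, Matrix 1.6.5), with 2000 features, 30 principal components and a resolution of 0.5. Genes of the interferon and senescence lists were kept out of the features, except any that are also fixed cell type markers. Class sizes thus did not rest on the other genes compared. Clusters were named from fixed marker genes, and no annotation of single cells by the authors was used. A marker counted for a cluster when it was detected in at least 20% of the cells and at 25% or more of its level in the highest cluster, and a name needed 3 markers. A cluster with at least 50% of the markers of more than 1 class was called mixed. These naming thresholds were set after the clusters had been seen. They kept out of the endothelial class mixed endothelial-pericyte clusters with 18.4% of young, 12.7% of adult and 13.1% of old cells, and a mixed endothelial-erythroid cluster with 1.29, 1.23 and 1.18%. A cluster that carried endothelial markers but was led by other genes, such as Gm26917, Neat1 and Lars2, was left unnamed for its low UMI count. Over all libraries its median UMI count was 0.337 of that of its own libraries, just over the limit of 33.3%, and in the adult library alone it was 0.292. The rule leaves a cluster unnamed only when its UMI count is under the limit and none of the markers of its class is among its 10 leading genes. The larger rod cluster, with 526 cells, was also under the limit in its lowest library, at 0.329, and kept its name because it was led by markers of its own class. Reading the limit on the lowest library was decided after these cluster values were seen and before any age contrast of the listed genes was computed. The cluster held 3.64% of young, 4.14% of adult and 4.94% of old cells. The pericyte class took in a cluster led by smooth muscle genes, because the fixed pericyte markers include genes that both cell types share. A further cluster of 37 droplets met fewer than 3 markers and has no name.

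UMIs were summed per library and class and expressed as CPM, in which each count is divided by the class total and put on the usual scale of this unit. Only classes with at least 30 cells in each library were compared, which leaves out microglia and amacrine cells among others. With 1 library per age there is no replicate, so no test, p-value or standard error was computed. Changed genes were not counted, except those of the dissociation response list that differed beyond counting error. Sums carry exact 95% Poisson intervals, ratios of sums exact conditional intervals, and shares exact Clopper-Pearson intervals, from scipy 1.17.1. A count of 0 is given with the share that 3 counts would make. All these intervals cover counting error only, not differences between animals or between preparations.

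Gene lists were those the study named. Genes of the interferon lists were matched to mouse genes in the matrices. This gave 135 of the 148 genes of the ISM score and 40 of 47 of the Moserle interferon alpha response. It gave 110 of 121 of the Der interferon beta response and 164 of 164 of a list of untreated against interferon alpha treated endothelial cells. By its title, the last list holds genes higher in untreated cells. Its genes were still counted as interferon genes where senescence lists were taken without these. Of the senescence lists, 82 of 89 genes of the Fridman up list, 145 of 145 of the CellAge list of inducers, 125 of 127 of SenMayo and 36 of 37 of a curated list of the senescence-associated secretory phenotype (SASP) were matched. The study's own endothelial senescence lists were not analysed here. Lists of 14 core interferon-stimulated genes, 6 antigen presentation genes and 12 dissociation response genes were written from general knowledge. For each list the median of log2((CPM old + 1)/(CPM young + 1)) was taken over genes with at least 10 UMIs in the class over the 3 libraries. Its interval came from 1000 Poisson draws of the counts. Its percentile was taken among 10000 random lists of the same size matched on mean expression over 50 bins, as a description of these libraries. Shares of cells with a UMI are given over all UMIs and after each cell was thinned to 2000 UMIs, with shallower cells left out.

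Single genes are named by a fixed rule. In the endothelial class, these are the 10 genes with the largest and the 10 with the smallest ratio of old to young CPM among those with a CPM of at least 50 in 1 of these libraries. Their adult CPM lay between the other values or within 1.5 times of either. Mitochondrial, ribosomal protein, haemoglobin and sex-linked genes, cell type markers, the 10 leading genes of any cluster and genes over 10 times higher in another class of the same library were left out. The genes of the study's questions (Irf7, Isg15, nucleic acid sensors and senescence markers) were named as well, except 1 that is not reported here.

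The groups, cell filters, markers, lists, comparisons, the rule for named genes and 15 alternatives to the processing were fixed before the data were examined. These 15 kept the called doublets, used 1000 to 6000 genes and 1 to 10% mitochondrial UMIs, clustered without integration or at a resolution of 1, or took each cell's class from its own markers. Others used median-of-ratios factors, TMM factors from edgeR 4.0.16, the mean of each cell's own CPM, or thinning to 2000 UMIs. Free RNA was subtracted in 1 setting, and endothelial cells with UMIs of at least 2 markers of pericytes, rods or Müller glia were left out in another. The last ones used a pseudocount of 10 CPM, list genes with at least 100 UMIs or at least 1 UMI, and senescence lists without interferon genes. A pair of alternatives was chosen after seeing the data: the mixed endothelial-pericyte droplets, or the unnamed cluster of low UMI count, counted as endothelial.

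The interval and list steps were tested on simulated data. Counts were drawn for 12318 genes from the endothelial means over the 3 libraries at their class totals, for the contrast of old with young, with 200 genes changed 2-fold up or down. The 95% intervals held the true ratio for 95.8% of unchanged and 94.5% of changed genes. Drawing from class means leaves out variation between cells, so coverage under such variation was not tested. A list of 100 raised genes had a median log2 ratio of 0.97 and lay at percentile 100, and 9 of 200 unchanged lists (4.5%) fell outside the central 95%. The remaining work used Python 3.11.15, anndata 0.12.19, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.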

Results

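The data comprised 3 single-cell RNA libraries of CD31-enriched mouse retina, 1 each at 3 months (young), 12 months (adult) and 23 months (old). The young library held 2491 cell barcodes with 16577026 UMIs, the adult library 3243 with 19977238, and the old library 2751 with 17021820. After the limits on gene number and mitochondrial content, 1713, 1974 and 1713 cells remained, and after doublet removal 1705, 1957 and 1701, or 5363 in all. Their median UMI count was 6353 in the young, 5964 in the adult and 6296 in the old library. The mean number of genes per cell was 2582, 2481 and 2468 in turn, and 2509 over all kept cells. Each age is represented by a single library, so no difference between ages below has a replicate check, and every interval covers counting error only.

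The first comparison asked whether the makeup of the enriched suspension differed with age. Endothelial-like cells made up 445 of 1705 young cells, or 26.1% (95% Clopper-Pearson interval 24 to 28.3). They made up 21.7% (19.9 to 23.6, 424 cells) of the adult library and 24.1% (22.1 to 26.2, 410 cells) of the old one. Droplets with both endothelial and pericyte markers accounted for another 18.4% (16.5 to 20.3), 12.7% (11.3 to 14.3) and 13.1% (11.5 to 14.7), and 64, 56 and 33 of them lay in a cluster with smooth muscle genes among its leading genes. Counting them as endothelial gave 44.5, 34.4 and 37.2%, the alternative that moved the young and adult shares most, while the old share moved most, to 38.7%, when each cell's own markers set its class. All clusters that carried endothelial markers together held 49.4% (47.0 to 51.8) of young, 39.8% (37.6 to 42) of adult and 43.3% (40.9 to 45.7) of old cells. Under each of these counts the adult library had the lowest share, though its interval overlapped that of the old library for the endothelial class, for the mixed droplets and for all clusters with endothelial markers together.

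Pericyte-like cells formed 12.2% (10.7 to 13.8) of the young, 8.58% (7.38 to 9.91) of the adult and 8.17% (6.91 to 9.58) of the old library. This class is not pericytes alone: a cluster led by smooth muscle genes supplied 38, 36 and 37 of its cells, or 18.3% (13.3 to 24.2), 21.4% (15.5 to 28.4) and 26.6% (19.5 to 34.8). The other pericyte cluster formed 9.97% (8.59 to 11.5), 6.75% (5.67 to 7.95) and 6% (4.92 to 7.23) of the libraries. Müller glia-like cells formed 10.6% (9.14 to 12.1), 10.9% (9.54 to 12.3) and 12.2% (10.7 to 13.8). Rod-like cells formed 9.79% (8.42 to 11.3), 16.4% (14.8 to 18.1) and 13.9% (12.3 to 15.7). Cone-like cells formed 4.11% (3.21 to 5.16), 5.21% (4.27 to 6.29) and 4.23% (3.33 to 5.30), and bipolar-like cells 11.7% (10.2 to 13.4), 10.6% (9.30 to 12.1) and 9.88% (8.50 to 11.4). Shares in an enriched suspension depend on the yield of each enrichment as well as on the tissue.

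**Figure D1:**
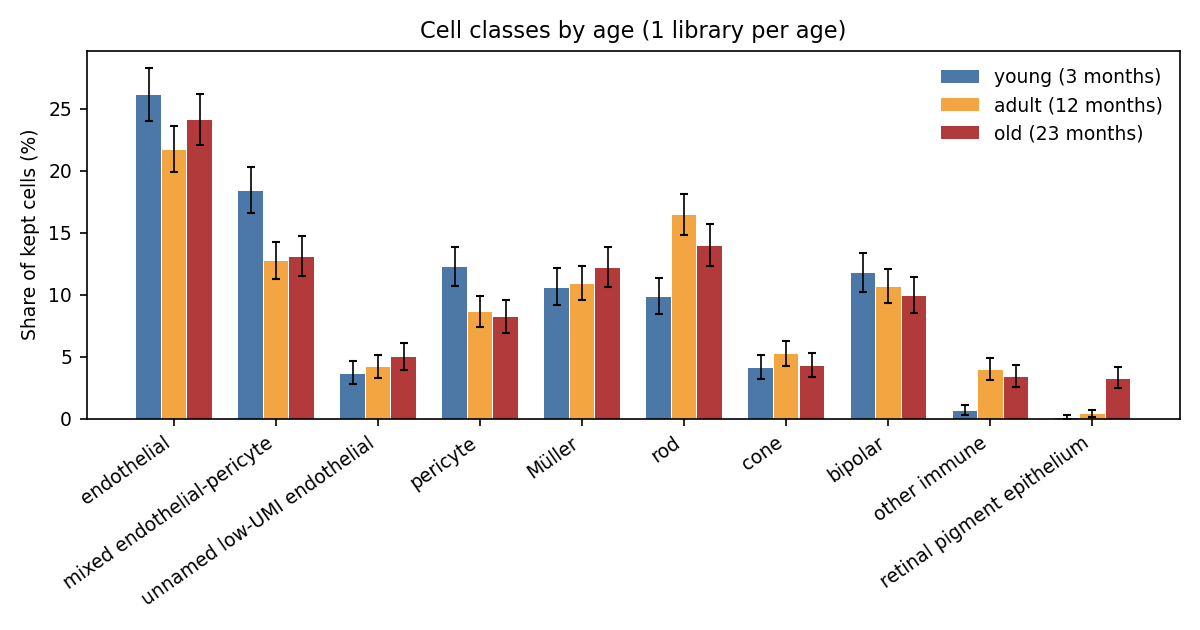
Share of kept cells in each class (vertical axis, percent) in the young, adult and old library, with bars for 1 library per age and error bars for 95% Clopper-Pearson intervals. Endothelial cells sat between 21.7 and 26.1%, and pigment epithelium droplets made up 3.23% of the old library.

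The next comparison asked whether interferon-stimulated genes were higher in endothelial cells of older retinas, starting with Irf7 and Isg15. Endothelial sums rested on 3249173 UMIs in the young, 3353502 in the adult and 3679484 in the old library. Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481, GRCm38) stood at 118 CPM (107 to 131) in young, 130 (118 to 143) in adult and 351 (332 to 371) in old endothelial cells. The ratio of old to young was 2.97 (95% interval 2.65 to 3.34), and that of adult to young was 1.10 (0.95 to 1.26). Thinning each cell to 2000 UMIs moved the ratio of old to young most, to 2.61. Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) stood at 344 CPM (324 to 365), 412 (391 to 434) and 768 (740 to 797). Its ratio of old to young was 2.23 (2.08 to 2.39), and that of adult to young was 1.20 (1.11 to 1.30). Without the endothelial cells that carry markers of other classes these were 2.59 and 2.19, so the age at which Isg15 rose depends on which cells are counted. For Irf7 they were 2.90 and 1.24.

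An Irf7 UMI was found in 43.1% (38.5 to 47.9) of young, 50.9% (46.1 to 55.8) of adult and 75.1% (70.6 to 79.2) of old endothelial cells, whose median UMI counts were 5642, 6009.5 and 7491. Rod cells, taken as the background, had median UMI counts of 2283, 2423 and 2161, and 5.99, 6.23 and 6.33% of them held an Irf7 UMI. After thinning, the endothelial share was 19% (15.4 to 23.0), 22.8% (18.7 to 27.2) and 40.4% (35.6 to 45.3), and the rod share was 3.81, 4.17 and 4.2%. Thinning left out 13, 24 and 4 endothelial cells and 62, 105 and 94 rods. An Isg15 UMI was found in 62.5, 62.7 and 76.6% of endothelial cells, and after thinning in 38.0% (33.4 to 42.7), 40.0% (35.2 to 45.0) and 57.6% (52.7 to 62.5). In rods the Isg15 share was 1.80, 1.87 and 2.95%. After thinning, 0 of 105 young rods held an Isg15 UMI, which allows a share of up to 2.86%, and the adult and old rod shares were 0.463 and 1.40%.

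**Figure D2:**
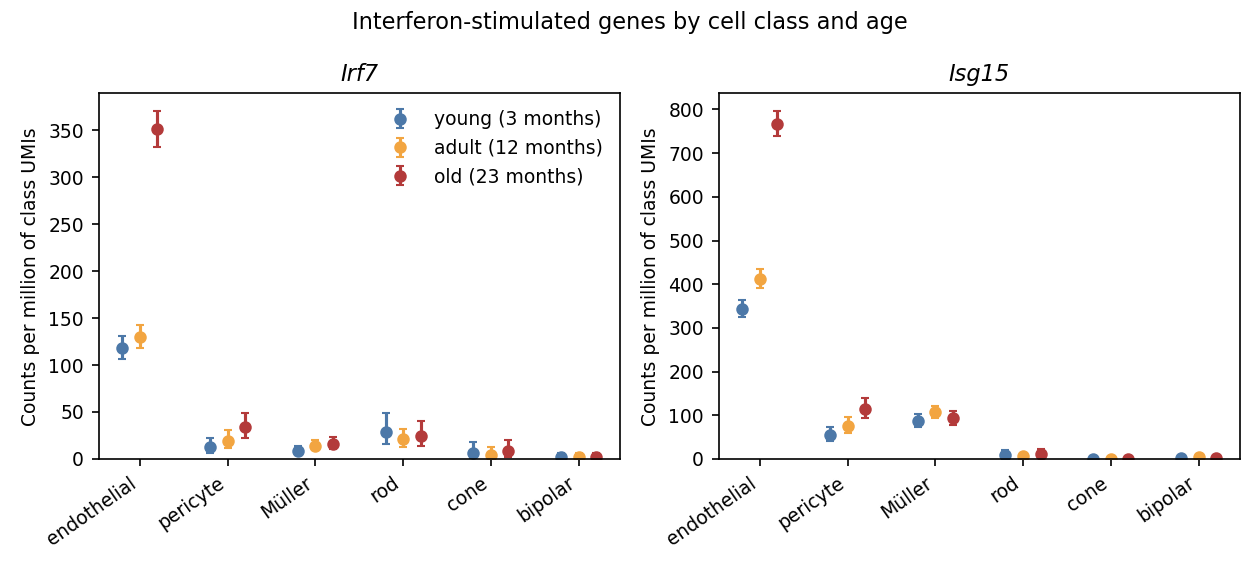
Irf7 and Isg15 in CPM of each class total (vertical axes) by cell class and age, with points for 1 library each and bars for 95% Poisson intervals. In endothelial cells Irf7 stood at 118, 130 and 351 CPM and Isg15 at 344, 412 and 768 CPM in the young, adult and old library.

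All 14 core interferon-stimulated genes had a higher CPM in old than in young endothelial cells, with ratios from 1.37 for Rsad2 to 4.34 for Ifi27l2a. Their summed level was 3086 CPM (3026 to 3147) in young, 3470 (3408 to 3534) in adult and 6099 (6020 to 6180) in old endothelial cells. Of the lists the study named, the ISM score had a median log2 ratio of old to young of 0.47 (0.40 to 0.53) over 102 genes, 90 of them higher. It lay at percentile 100 of matched random lists, whose central 95% ran from -0.03 to 0.08. A pseudocount of 10 CPM moved this median most, to 0.35. The Moserle list had a median of 0.69 (0.58 to 0.80) over 30 genes, also at percentile 100. The Der interferon beta list had a smaller median, 0.21 (0.14 to 0.28, percentile 100). The list of untreated against interferon alpha treated endothelial cells had a median of 0.00 (-0.03 to 0.07) at percentile 15.05. It was not set apart from matched random lists. By its title it holds genes higher in untreated cells, so its lack of a rise does not count against an interferon response. The 6 antigen presentation genes had a median of 1.06 (0.91 to 1.11, percentile 100). The median over all measured endothelial genes was 0.02.

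Between the adult and the young library the medians were smaller: 0.18 (0.12 to 0.21) for the ISM score and 0.21 (0.12 to 0.28) for the Moserle list. From adult to old they were 0.26 (0.23 to 0.35) and 0.56 (0.38 to 0.63). In old endothelial cells these lists were therefore higher than at either earlier age, beyond counting error.

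The study described high expression of interferon-stimulated genes as limited to endothelial cells, and its interferon signatures as raised in both endothelial cells and pericytes. The first of these concerns levels, which the study compared with rods, cones and Müller glia. The same contrast of old with young was taken in the other classes, and levels of the core genes are given below. In pericyte-like cells the ISM median was 0.30 (0.15 to 0.42, percentile 99.98) and the Moserle median 0.43 (0.13 to 0.64, percentile 99.82). After thinning to 2000 UMIs they were 0.15 and 0.13. This class also carried some endothelial RNA. The ISM median was 0.35 (0.14 to 0.42) in the pericyte cluster without smooth muscle genes in the lead and 0.73 (0.47 to 0.99) in the one with them. Endothelial marker levels in the pericyte class were 5.87% of those in the endothelial class in the young and 6.75% in the old library. In Müller glia the ISM median was 0.15 (0.06 to 0.25, percentile 99.39), and it turned to -0.02 when free RNA was subtracted. The Moserle median in Müller glia was 0.08 (-0.12 to 0.29, percentile 69.11). It ranged from -0.43 with free RNA subtracted to 0.49 with 1000 to 6000 genes and 1 to 10% mitochondrial counts, so its direction is not settled. In rods, cones and bipolar cells the ISM medians were 0.22 (-0.14 to 0.43), 0.10 (-0.27 to 0.35) and 0.01 (-0.18 to 0.21). Each interval included 0. In rods and cones it reached past the pericyte median of 0.30, so a rise of that size could be missed. The bipolar interval lay below that median and the endothelial one of 0.47. For the ISM list this argues against a rise of either size there. The core genes, given below, do not exclude one. Across alternatives the cone median moved most, to 0.54 after thinning, and the rod median turned to -0.19 over genes with at least 100 UMIs. Moserle medians in these classes rested on 2 rod, 2 cone and 7 bipolar genes and were 0.72 (-0.03 to 1.68), 0.44 (-0.57 to 1.80) and 0.07 (-0.30 to 0.80).

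The median of the antigen presentation genes was above 0 in every class compared. It was 0.70 (0.38 to 0.96, percentile 99.97) in pericytes and 0.32 (0.14 to 0.46, percentile 99.44) in Müller glia, where 5 of 6 genes were higher. It was 1.30 (0.59 to 2.03, percentile 99.81) over 4 genes in rods, 0.61 (0.06 to 1.36, percentile 93.23) over 3 in cones and 0.74 (0.27 to 1.26, percentile 99.64) over 4 in bipolar cells. The median of the core genes was 0.89 (0.82 to 1.00) in endothelial cells, 0.84 (0.57 to 1.18, percentile 100) in pericytes and 0.52 (0.26 to 0.67, percentile 100) in Müller glia, with all 14 genes higher in each. In bipolar cells it was 0.43 (-0.10 to 1.29, percentile 96.35) over 8 genes, 7 of them higher. In rods it was 0.34 (-0.41 to 1.10) over 6 genes and in cones -0.07 (-1.22 to 1.31) over 2. Free RNA was not subtracted from the medians of these lists in any class.

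The summed core genes were compared in the same classes. Their level in the old library was 6099 CPM in endothelial cells, 1612 in pericytes and 950 in Müller glia. It was 130, 129 and 83 CPM in rods, cones and bipolar cells. Among classes too small for an age contrast, 14 old microglia stood at 4196 CPM and 57 old cells of the other immune class at 3342 CPM. The ratio of old to young was 1.98 (1.93 to 2.02) in endothelial cells, 1.93 (1.89 to 1.98) in mixed endothelial-pericyte droplets and 1.53 (1.41 to 1.66) in pericytes. It was 1.25 (1.16 to 1.35) in Müller glia, where the adult library was already 1.24 (1.15 to 1.33) times the young one. In rods it was 1.36 (0.94 to 2.01), in cones 0.87 (0.61 to 1.23) and in bipolar cells 1.31 (0.96 to 1.79). Irf7 in pericytes rested on 13 young and 29 old UMIs, a ratio of 2.62 (1.32 to 5.48). Isg15 in Müller glia had a ratio of 1.07 (0.84 to 1.36). Cones held 0 Isg15 UMIs in each library, and after thinning 0 of 69, 95 and 68 cones allow shares of up to 4.35, 3.16 and 4.41%. Differences between classes were not tested, since each rests on 1 library per age.

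Senescence lists were compared in the same way to ask whether old endothelial cells carried a senescence signature. Medians of old to young were 0.11 (0.05 to 0.18, percentile 98.14) for the Fridman up list, 0.09 (0.03 to 0.13, percentile 98.66) for CellAge, 0.13 (0.05 to 0.26, percentile 99.22) for SenMayo and 0.40 (0.20 to 0.53, percentile 100) for the SASP list. The SASP median rested on 18 genes, 11 of them higher. It moved most when endothelial cells with markers of other classes were left out, to 0.00, and the CellAge median turned to -0.01 there. Without the genes shared with interferon lists, the Fridman up median was 0.05 (percentile 66.72) and the SenMayo median 0.04 (percentile 60.67). CellAge without them stood at 0.09 (percentile 98.04) and SASP at 0.40 (percentile 99.98). SenMayo was already 0.23 (0.08 to 0.26) above the young library in the adult one, and from adult to old its median was 0.01 (-0.07 to 0.12).

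**Figure D3:**
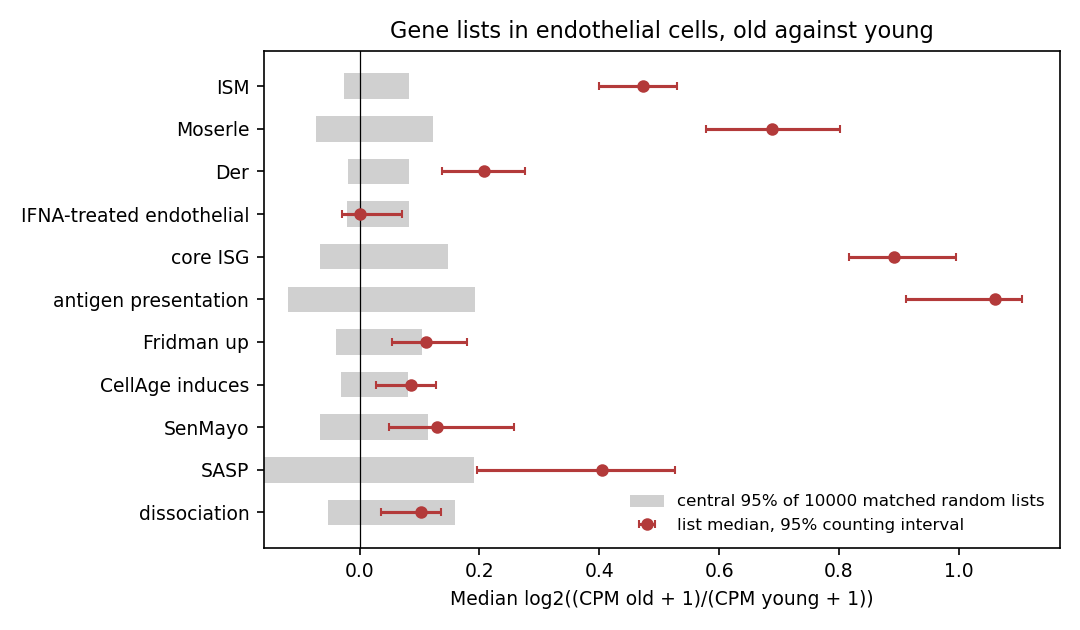
Median log2 ratio of old to young CPM in endothelial cells for each gene list (horizontal axis), with points for list medians, bars for 95% counting intervals and grey bands for the central 95% of 10000 matched random lists. The ISM and Moserle medians of 0.47 and 0.69 lay outside their bands. The list labelled IFNA-treated endothelial, of untreated against interferon alpha treated endothelial cells, had a median of 0.00, inside its band.

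The study's question about the trigger of the interferon response concerned RNA and DNA sensors. Ddx58 (ENSMUSG00000040296, chromosome 4, 40203773 to 40239828), which encodes RIG-I, had a ratio of old to young of 1.07 (0.88 to 1.31) in endothelial cells, a difference within counting error. Leaving out endothelial cells with markers of other classes moved it most, to 1.31. Ifih1 had a ratio of 1.56, Eif2ak2 of 1.42 and Oas1a of 2.20, each with an interval above 1. Eif2ak2 turned to 0.933 when cells with other markers were left out. Cgas had a ratio of 1.44 (0.79 to 2.70) and Tmem173, which encodes STING, of 0.76 (0.38 to 1.49). Ddx41 had a ratio of 0.66 (0.48 to 0.91), which turned to 2.27 in the setting that left out cells with other markers. Irf3 stood at 0.98 and Tbk1 at 0.89, both within counting error.

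Of the senescence markers, Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) was slightly lower in old than in young endothelial cells, with a ratio of 0.86 (0.78 to 0.94). It turned to 1.27 when endothelial cells with markers of other classes were left out. Cdkn2b had a ratio of 0.82 (0.61 to 1.10), which turned to 1.46 after thinning and was 0.531 in the setting that left out cells with other markers. Cdkn2a was represented by 3 young, 0 adult and 1 old UMIs, too few to compare, and the adult count allows up to 1.10 CPM.

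By the fixed rule, which 3156 genes could enter, the genes highest in old relative to young endothelial cells were H2-Q6, Ifi27l2a, Mgst1, Irf7, Ifi44, Ifit3b, S100a6, Vcam1, Ifit3 and H2-K1. H2-Q6 rose from 29 to 442 UMIs, a ratio of 13.5 (9.24 to 20.3). It belongs to a family of near-identical genes among which the counting can split reads, so its value is uncertain, as are those of H2-K1, Ifit3 and Ifit3b. Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680) had a ratio of 4.34 (3.89 to 4.85). Outside the interferon lists, Mgst1 (ENSMUSG00000008540) had a ratio of 2.99 (2.23 to 4.07), S100a6 (ENSMUSG00000001025) of 2.62 (2.30 to 2.99) and Vcam1 (ENSMUSG00000027962) of 2.57 (2.21 to 2.99).

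The genes lowest in old relative to young endothelial cells were Hspa1b, Gm26802, Ivns1abp, Fosb, Tfrc, Sox4, Hist1h1e, Hmcn1, Hspa1a and Bok, with ratios from 0.30 to 0.61. Hspa1b fell from 983 to 334 UMIs, a ratio of 0.30 (0.26 to 0.34), and is uncertain because Hspa1a is a near-identical copy. Tfrc (ENSMUSG00000022797, chromosome 16) had a ratio of 0.53 (0.48 to 0.60). Fosb and both heat shock genes respond to tissue dissociation, while the list of 12 dissociation genes as a whole had a median of 0.10 (0.03 to 0.14, percentile 81.17), inside the range of matched random lists. Its members went both ways, 6 higher and 4 lower in the old library beyond counting error.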

Values the study reported

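The study obtained 2213, 2820 and 2477 cells from the retinas at 3, 12 and 23 months. Quality filtering left 1697, 1949 and 1686 of them at those ages. It reported 5332 cells in all after these steps. The average number of genes detected per cell was 2487.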

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

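These 3 cell groups stood out once the clusters had been seen. The tests in rod cells that follow were chosen for that reason, but what each would show was written down before its values were computed. The test of retinal markers in the crystallin droplets was chosen only after the result was seen. Each age is a single library, so a difference in age and a difference between preparations are confounded throughout.

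Cells with B cell genes were more frequent in both older libraries than in the young one. The other immune class, led by Igkc, Cd74, Ly6d and Cd79a, made up 0.587% (0.282 to 1.08) of young, 3.93% (3.12 to 4.89) of adult and 3.35% (2.55 to 4.32) of old cells. It drew attention as a signal in cells outside the comparisons, above the level of the young library. If more blood had entered the older suspensions, free haemoglobin RNA in rods should be higher there as well. Haemoglobin genes in rods stood at 16.6 CPM (8 UMIs) in the young, 44.3 CPM (44 UMIs) in the adult and 63.5 CPM (39 UMIs) in the old library. The ratio to the young library was 2.67 (1.24 to 6.56) in the adult and 3.82 (1.76 to 9.47) in the old. These values are consistent with more blood as a source. On the other side, droplets of endothelial cells mixed with erythroid RNA did not rise, at 1.29, 1.23 and 1.18%. An age difference in immune cells of the retina stays open and was not tested.

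Droplets with genes of the retinal pigment epithelium appeared mainly in the old library. They made up 3.23% (2.44 to 4.19, 55 cells) of it, against 0.358% (7 cells) of the adult and 0.0587% (1 cell) of the young library. The cluster was led by Ttr, Rgr, Ptgds and Rpe65 and also by Pf4, a gene of blood and immune cells. Pigment epithelium markers in rods gave 2 UMIs in the young, 6 in the adult and 13 in the old library, and the ratio of old to young CPM was 5.10 (1.15 to 46.5). More pigment epithelium carried over during dissection of the old retinas is therefore a candidate explanation, on few UMIs. Whether older eyes release this layer more readily was not tested.

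A cluster of 37 droplets with crystallin genes, such as Crygs, Cryaa and Crybb2, came from the adult library alone. It made up 1.89% (1.33 to 2.60) of that library. No such droplet was seen among 1705 young or 1701 old cells, which allows shares of up to 0.176% in each. Its median UMI count of 22740 was 3.81 times that of its library. Lens tissue in the adult suspension might be the source, and crystallin genes in rods were 1.52 (1.08 to 2.18) times as high in the adult as in the young library. They were also 1.69 (1.18 to 2.46) times as high in the old library, which had none of these droplets. The rod values thus do not decide on lens tissue, which stays open beside other tissue outside the retina. Retinal cells with high crystallin expression, alone or several in a droplet, are argued against for the neural and glial classes found. Such cells would bring the markers of their class, and the highest summed level was 17.9% (16.1 to 19.9) of that in the class itself, for amacrine cells. It was 7.30% for Müller glia and under 2% for rods, cones and bipolar cells. Several lens cells in a droplet were not tested, and neither were retinal classes that formed no cluster. A cluster from a single library may reflect that library and not a cell type.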

How the results depend on the processing

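The alternatives that counted mixed droplets or the cluster of low UMI count as endothelial were chosen after the result was seen. No paired analysis was possible because the ages share only replicate number 1, with 1 library each. Over the 17 alternatives, the main results had 235 recomputed values: 196 stayed within the counting interval, 36 moved outside it and 3 changed direction. The other results had 499 values, of which 453 stayed within the interval, 43 moved (20 higher, 23 lower) and 3 changed direction. A change of direction was counted only where the result's own interval excluded no change. Where that interval included it, a further 8 values of the main results and 30 of the other results also crossed over, and these are among those that stayed or moved. In endothelial cells the ratio of old to young stayed between 2.61 and 3.00 for Irf7 and between 2.12 and 2.59 for Isg15. The ISM median stayed between 0.35 and 0.52 and the Moserle median between 0.52 and 0.77. Single-gene ratios were not recomputed under the 4 alternatives that change only list medians.

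With 1000 to 6000 genes and 1 to 10% mitochondrial counts, endothelial shares were 36.0, 29.9 and 35.5% in the young, adult and old library, the ISM median was 0.38, and in rods it was 0.51. With each cell's class taken from its own markers, the shares were 42.9, 33.5 and 38.7%, the ratio of old to young was 2.49 for Isg15, and for Cdkn1a it was 0.964. With mixed droplets counted as endothelial, the shares were 44.5, 34.4 and 37.2%, the CellAge median was 0.018, Isg15 had a ratio of 2.45 and Cdkn1a of 0.948. With the cluster of low UMI count included, the shares were 29.7, 25.8 and 29.0%. The shares in the last pair of settings moved by construction, since cells were added to the class. For the others, the cause was not tested.

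After thinning to 2000 UMIs, the Fridman up median was 0.24 and the SASP median 0.73, and Irf7 had a ratio of 2.61. The ISM median was then 0.15 in pericytes and 0.54 in cones, and the Moserle median was 0.13 in pericytes. A pseudocount of 10 CPM lowered the ISM median to 0.35 and the Moserle median to 0.52, as a larger pseudocount shrinks every ratio by construction. With list genes of at least 100 UMIs, the ISM median in rods was -0.19. With list genes of at least 1 UMI, the SenMayo median was 0.00047 and the SASP median 0.085. Without interferon genes, the Fridman up median was 0.053 and the SenMayo median 0.044. These last settings change which genes enter. When free RNA was subtracted, the ISM median in Müller glia changed direction, to -0.016. The Moserle median in Müller glia moved to -0.43 there, to -0.28 with the mean of per-cell CPM, to 0.31 with doublets kept and to 0.49 under the stricter cell filter. The ratio of old to young of Cdkn2b was 1.46 after thinning. For thinning and free RNA, the cause was not tested.

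Leaving out endothelial cells with markers of other classes removed 350 of 445 young, 362 of 424 adult and 351 of 410 old cells. The Moserle median was 0.52, the Fridman up median 0.21 and the SASP median 0.00. Isg15 had a ratio of old to young of 2.59 and of adult to young of 2.19. The ratio of old to young was 1.31 for Ddx58 and 0.531 for Cdkn2b. Results that changed direction here were the CellAge median (-0.0079), the ratios of old to young of Cdkn1a (1.27), Eif2ak2 (0.933) and Ddx41 (2.27), and the ratio of adult to young of Ifih1 (0.958). The cause was not tested. This setting kept under 100 cells per library, and it limits what can be said of these sensors and of Cdkn1a.

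Some alternatives gave no value. Cones had fewer than 30 cells in a library under the stricter cell filter, rods and cones were not corrected for free RNA because the correction is scaled on rod genes, and the Moserle list gave no value in rods over genes with at least 100 UMIs. Mixed droplets do not exist as a class when each cell takes the class of its own markers. Cdkn2a had no ratio after thinning, after subtraction of free RNA or without cells that carry other markers. The depth of the data limits Cdkn2a, Cgas and Tmem173 in endothelial cells. It also limits the ISM list in rods and cones and the Moserle list in rods, cones and bipolar cells.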

Other observations

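The tests of free RNA and of attached cells and their partners in the mixed droplets, and of the mix of pericyte clusters, were chosen only after the result was seen. Values in this part describe 3 libraries, and the age of the animals, their pool and the preparation of each library are confounded. The deposited matrices held 2491, 3243 and 2751 barcodes in the young, adult and old library. These are more than the cells that the study obtained at each age. The reason was not tested.

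Interferon-stimulated genes were higher in the old than in the young endothelial cells, and 8 technical explanations were tested. A difference in depth should vanish on thinning, but the ISM median was still 0.45 (0.36 to 0.57). Free RNA should raise the genes in all classes alike, while the rise of the summed core genes in rods, 34.8 CPM, was 1.15% of that in endothelial cells, 3013 CPM, and 3.21% at its upper limit. A shift in the mix of endothelial clusters would disappear with the cluster mix of the young library, and the median there was 0.50 (0.40 to 0.53). Both clusters showed it, with 0.48 (0.41 to 0.56) and 0.30 (0.25 to 0.48). Mixed cells in the class were also argued against, since the median was 0.52 (0.36 to 0.63) over the 95 young and 59 old cells without markers of other classes. A few very high cells were not the source, as the ratio of summed core genes was 2.03 (1.97 to 2.08) without the top 10% of cells. A difference in sex was excluded by 1.29 Xist UMIs per 1000 Y-linked UMIs in the old library: it held 3 Xist and 2320 Y-linked UMIs, the young one 0 and 2600, the adult one 4 and 2843. Immune cells in the class would bring their markers, but microglia markers in old endothelial cells stood at 0.445% of their level in microglia, and at 0.505% in young ones. The core genes stood at 4196 CPM in the 14 old microglia, below the 6099 CPM of old endothelial cells. Mixing in microglia could therefore not by itself lift the class to its old level. A stronger dissociation response stays open. The median of the dissociation list was 0.10 (0.03 to 0.14), but 6 of its 12 genes were higher and 4 lower in the old library beyond counting error. These genes thus differed between the libraries in both directions, so a stronger response is neither shown nor excluded. An effect of age is therefore a hypothesis that these values leave open, consistent with the study's description. It was not tested, and neither was a difference between the pools of animals, such as an infection in 1 of them.

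The study described high levels of these genes as limited to endothelial cells, and both interferon signatures as raised in endothelial cells and pericytes. In the pericyte class here, endothelial RNA could account for 41.4% (33.2 to 52.9) of the rise of the core genes, 231 of 557 CPM. The interval spans 50%, so whether endothelial RNA gives the larger part of the rise cannot be told for these genes. By this estimate its share reached 52.9% at most, which leaves part of the rise unexplained by it. Whether that part is a response of the pericytes themselves was not tested. A shift in the mix of pericyte clusters was argued against, as the ISM median was 0.38 (0.21 to 0.50) with the cluster mix of the young library. The ratio of summed core genes was 1.51 (1.38 to 1.65) in 1 cluster and 2.56 (2.09 to 3.16) in the one led by smooth muscle genes, which had under 40 cells per library. Medians of the antigen presentation genes were also above 0 in rods, cones and bipolar cells, at 1.30, 0.61 and 0.74 over at most 4 genes. Whether free RNA accounts for that was not tested.

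Droplets with both endothelial and pericyte markers were 33.3% (31.4 to 35.2) of all droplets in clusters with endothelial markers. Random pairing of cells in a droplet was argued against, because 967 droplets met the marker rule for endothelial cells with pericytes and 10 for endothelial cells with rods. Per cell of the partner class that passes the rule, this was 142 times as many. Free RNA was argued against too, since it would bring markers of other classes as well, and rod markers were 0.527 (0.482 to 0.576) times as high in the mixed droplets as in the endothelial class. Attached cells may be the source: of 849 genes that differ at least 4-fold between the classes, 848 (99.9%) lay between them in the mixed droplets. Their median UMI count was 14519.5, against 6354 in endothelial cells and 4787 in pericytes. These droplets do not hold pericytes as the only partner: 153 of 784 lay in a cluster led by smooth muscle and endothelial genes. There 97 of 100 genes of the pericyte cluster (97%) and 75 of 90 genes of the smooth muscle cluster (83.3%, 74.0 to 90.4) were above their levels in both other clusters, which argues against smooth muscle cells alone and against pericytes alone. In the larger mixed cluster this held for 97 of 97 pericyte and 3 of 104 smooth muscle genes. A cell state that carries both programmes would also give levels between the classes and stays open. No biological explanation was tested. In these droplets the ISM median of old to young was 0.39 (0.36 to 0.48).

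Microglia made up 0.528% (9 cells) of young, 1.48% (29 cells) of adult and 0.823% (14 cells) of old cells. Amacrine cells made up 1.06, 0.869 and 0.941%. Both were too few for a comparison between ages.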
